A study of Mus musculus with 4 samples.

How the data were processed

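Dorsal skin of mice was shaved and dissected, the epidermis was separated from the dermis with sodium thiocyanate, and total RNA was extracted from the epidermal layer, per the labels' protocols. Libraries were made with a 3' transcriptome kit (QIAseq UPX) and were converted for MGI sequencing, per the labels. The authors deposited 1 table of whole-number counts per gene for the 4 libraries, with exon positions, strand and feature length per the file headers. The headers have the form of featureCounts output. The aligner, its version, the collapsing of molecular identifiers, the use of strand, the handling of reads with several alignments and the genome build are not stated. The positions in the table differ from those of GRCm38, so the coordinates printed are those of the table and were not combined with reference coordinates. The counts are deposited without normalisation, and 0 per-sample columns were left unused. Samples were grouped by the genotype in their titles, with 2 libraries per group, and replicates are named by the number in the titles.

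The main comparison was cKO against control in edgeR 4.0.16 (R 4.3.3) with the counts as deposited. Genes were kept with filterByExpr (minimum count 10, minimum total count 15), which left 4243 genes with 87.6% of all counts. Library sizes were scaled with TMM (factors from 0.833 to 1.12), dispersions were estimated with estimateDisp and genes were tested with glmQLFit at its defaults and glmQLFTest, with genotype as the only term. P-values were adjusted with the Benjamini-Hochberg method and the threshold was 0.05. Standard errors of log2 fold changes were taken as the absolute log2 fold change divided by the square root of the F statistic. Stim2 fell under the filter, so its test was run in a fit to which it was added, a departure from the written plan. Where both libraries of a group were at or under 3 counts, the change is given as a bound computed from 3 counts. Where both were at 3 counts, no fold is given. The other group enters as its mean, so "at least" covers the counting error of the low group alone. The error and spread of the other group are not covered. The value of 3 is the limit for a count of 0, and a count above 0 allows a higher limit. Bounds of genes with such counts are therefore overstated and are called nominal. List medians at the bound share this limit. For single counts the depth limits precision most in cKO replicate 2.

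Gene lists (26 in all, 1 of them of sex-linked genes that was only tabulated) were written before the data were examined and tested with camera in limma 3.58.1 when at least 4 genes were tested, with fry and camera with an estimated correlation beside it. The genes named in the text follow a rule fixed at the same time. Stim1 and Stim2 are always named. Among called genes with a mean of at least 10 CPM and non-overlapping groups, the 5 largest and the 5 smallest log2 fold changes are named. Within each called list, the 3 members with the largest absolute log2 fold change and a mean of at least 10 CPM are named, and sex-linked genes are given per library. Genes outside this rule are said to have been chosen after their values were seen.

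The alternatives set beforehand were other scalings (DESeq2 size factors, upper quartile, library totals, library sizes without the 20 most abundant genes), no count filter or a mean of at least 10 CPM, the replicate number as a block, DESeq2 1.42.0, limma-voom, a robust fit, other thresholds and each library left out in turn. Alternatives chosen after seeing the data were glmQLFit with legacy set to FALSE, library sizes without pseudogenes that have mitochondrial copies, loess offsets for GC content and length (span 0.5), thinning of each library to 118858 counts in 10 random draws, and a block with crossed replicate numbers. GC content came from GENCODE M21 transcripts. Near-identical genes were found with blastn 2.17.0 among the same transcripts, and 35 of the 36 called genes had a transcript there and could be searched.

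The edgeR fit was tested on simulated data drawn from the means, library sizes and fitted dispersions of these libraries, with 200 of 4243 genes changed by a log2 fold change of 3 or 4 in each of 3 draws. The recovery of smaller changes in single genes was not counted. It recovered 92% to 96% of the changed genes, and at most 6.57% of its calls were unchanged genes. DESeq2 recovered 83.5% to 87.5%. In the draws with changed genes, 1 list was also shifted by a log2 fold change of -1.5. Camera called it with an adjusted p of at most 9.5e-09 and called at most 1 other list beside it. Simulated draws with no change gave 1 call and 0 lists. Genes were drawn independently of each other in all these draws. The draws therefore cannot show how camera behaves where the genes of a list vary together. A planted GC trend had a rank correlation of 0.772 before the loess offsets and 0.027 after them.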

Results

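Gene expression was measured in the epidermis of mice that lack STIM1 and STIM2 in keratin 14-expressing epithelium. STIM1 and STIM2 are proteins of the endoplasmic reticulum membrane that sense its calcium content and open calcium channels of the cell surface when the store empties, a process called store-operated calcium entry. The series compared 2 libraries from conditional double-knockout mice (cKO, made with a Cre recombinase driven by the keratin 14 promoter) with 2 libraries from mice that carry the floxed Stim1 and Stim2 alleles (control). The comparison asked how the loss of both sensors changes the RNA of the epidermis. RNA was sequenced from the 3' end of transcripts and the deposited values are raw counts per gene. The libraries were shallow. The total count was 282190 in cKO replicate 1, 118858 in cKO replicate 2, 200293 in control replicate 1 and 322426 in control replicate 2, a 2.71-fold range. Of the 56493 genes listed, 17179 had a count in any library and 4243 passed the count filter. In these libraries 3 counts, the limit that a count of 0 allows, corresponded to 12.1, 33.7, 16.01 and 9.58 normalised counts (CPM, scaled to the library size after TMM normalisation) in the same order. Intervals and limits of this kind cover counting error only.

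The targeted genes were examined first. Stim1 (ENSMUSG00000030987, chromosome 7, 101917013 to 102086526, plus strand) had 23 and 6 counts in the cKO libraries and 24 and 62 counts in the control libraries. The normalised values were 80.2 ± 18.1 CPM (SD, n = 2) in cKO and 163.0 ± 49.4 CPM (SD, n = 2) in control, so that the cKO mean was 49.2% of the control mean. The log2 fold change of Stim1 was -0.98 with a standard error of 0.52 (edgeR quasi-likelihood test, adjusted p 0.671, unadjusted p 0.0792). Stim2 (ENSMUSG00000039156, chromosome 5, 54155841 to 54278399, plus strand) had 0 and 1 counts in the cKO libraries and 3 and 18 counts in the control libraries. Both cKO libraries were under 3 counts, and the nominal bound of Stim2 was 1.603-fold lower in cKO. This bound rests on control replicate 2, since control replicate 1 was itself at 3 counts; without control replicate 2 the ratio to the limit was 0.698, which gives no bound. Without cKO replicate 1 the bound was 1.09. Stim2 did not pass the count filter. When it was added to the tested genes, edgeR gave an adjusted p of 0.635 and an unadjusted p of 0.0626. For both genes each cKO value lay below each control value, but neither difference passed the threshold at this depth. The estimate for Stim2 depended on single libraries, with a fitted log2 fold change of -3.34 that became -6.30 without cKO replicate 2, -1.78 without cKO replicate 1 and -2.12 without control replicate 2. The estimate for Stim1 became -0.63 without control replicate 2. With library totals as the only scaling, Stim1 was at -1.19. After thinning every library to the lowest total, an alternative chosen after seeing the data, its median over 10 draws was -0.95, with single draws from -1.17 to -0.52. Coordinates are those of the deposited table, which names no genome build; gene positions in it differ from those of GRCm38.

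Libraries of the same group differed by more than counting noise. Over genes with at least 10 counts in a pair, the chi-square statistic per degree of freedom was 4.55 between the control replicates and 5.10 between the cKO replicates, where counting of independent molecules alone gives about 1. This ratio does not separate differences between mice from those between preparations. Across genes, the Pearson correlation of log2 CPM was 0.832 between the control replicates and 0.757 between the cKO replicates, against 0.676 to 0.781 between libraries of different groups; genes are not independent replicates. The correlation of cKO replicate 1 with control replicate 2 was thus above its correlation with the other cKO library. The first principal component carried 51.7% of the variance and placed both cKO libraries below both control libraries. Xist had 103 and 28 counts in the cKO libraries and 77 and 38 counts in the control libraries. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had at most 1 count in any library, and Tsix had 4 counts in control replicate 1 and 0 in the other libraries. The sex-linked genes therefore did not separate the groups.

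A few pseudogenes took a large share of each library. The table lists 0 genes on the mitochondrial chromosome, and 9 nuclear pseudogenes, 7 of them on chromosome 1 between 24650616 and 24655278, were 95.9% to 100% identical to mitochondrial genes such as mt-Co1, mt-Co3 and mt-Atp6. They took 14.1% of the counts in cKO replicate 1 (95% Wilson interval 13.996% to 14.3%), 23.95% in cKO replicate 2 (23.7% to 24.2%), 13.95% in control replicate 1 (13.8% to 14.1%) and 8.26% in control replicate 2 (8.17% to 8.36%). The replicates of each group differed by more than these intervals, while the intervals of cKO replicate 1 and control replicate 1 overlapped.

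**Figure D1:**
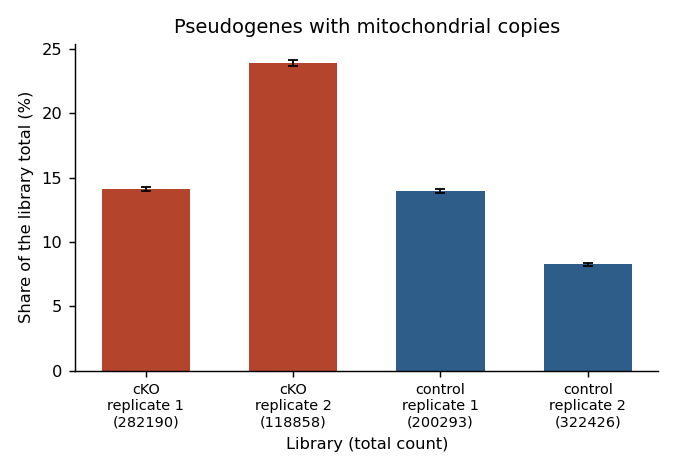
Share of each library's total count (vertical axis, percent) taken by the 9 pseudogenes with near-identical mitochondrial copies, 1 bar per library with its 95% Wilson interval and the total count under its name. The shares run from 8.26% in control replicate 2 to 23.95% in cKO replicate 2.

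With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 28 genes were higher and 8 genes were lower in cKO at an adjusted p under 0.05. At an unadjusted p under 0.05 the counts were 179 higher and 177 lower. In all 36 called genes both cKO values lay on the same side of both control values, a separation that 38.5% of the tested genes showed and that chance gives in 33.3% of genes with 2 libraries per group. The biological coefficient of variation was 35.5%. In 18 of the 36 called genes, 1 group was at or under 3 counts in both libraries, so that only a bound of the change is given. This bound uses the mean of the other group and does not cover the spread of that group. Where such a library had a count above 0, the bound is nominal. Among the alternatives set beforehand, the number of higher genes ranged from 12 with limma-voom to 49 without a count filter, and the number of lower genes from 1 with the replicate number as a block to 26 without a count filter.

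**Figure D2:**
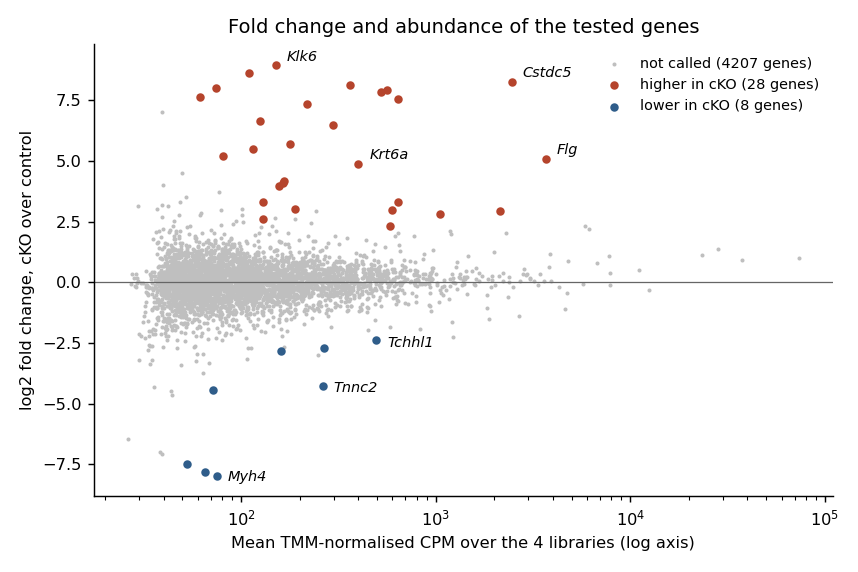
Log2 fold change of each of the 4243 tested genes (cKO over control, vertical axis) against its mean TMM-normalised CPM over the 4 libraries (horizontal log axis), with 28 genes called higher in red, 8 called lower in blue and the others in grey. The called genes lie outside the main cloud; fold changes of genes with 1 group near 0 counts depend on the prior count of the fit.

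Among the higher genes, the 5 with the largest fitted fold changes were Klk6, Stfa2, Cstdc5, Stfa3 and Gsdmc. Klk6 (ENSMUSG00000050063, chromosome 7, 43473923 to 43481454) had 61 and 32 counts in cKO and 0 in both control libraries, at least 23.7-fold higher (edgeR adjusted p 0.000444). Stfa2 (ENSMUSG00000022902, chromosome 16, 36224354 to 36228819) had 86 and 8 counts in cKO and 0 in both control libraries, at least 17.1-fold higher (adjusted p 0.00416), a bound that became 7.03 without cKO replicate 1 and 27.2 without cKO replicate 2. Cstdc5 (ENSMUSG00000071561, chromosome 16, 36179744 to 36188110) had 1091 and 482 counts in cKO against 2 and 6 in control, a log2 fold change of 8.24 with a standard error of 0.63 (adjusted p 2.17e-05). Stfa3 (ENSMUSG00000054905, chromosome 16, 36270899 to 36275754) had 221 and 49 counts in cKO against 1 and 0. Its nominal bound was 56.4-fold higher (adjusted p 9.91e-05). Gsdmc (ENSMUSG00000079025, chromosome 15, 63647817 to 63680608) had 43 and 11 counts in cKO and 0 in both control libraries, at least 11.6-fold higher (adjusted p 0.00471). With each library left out in turn, the bounds ranged from 18.9 to 31.6 for Klk6, 43.0 to 75.4 for Stfa3 and 9.29 to 15.5 for Gsdmc. With limma-voom, Klk6, Stfa2, Stfa3 and Gsdmc were not past the threshold, while Cstdc5 was.

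**Figure D3:**
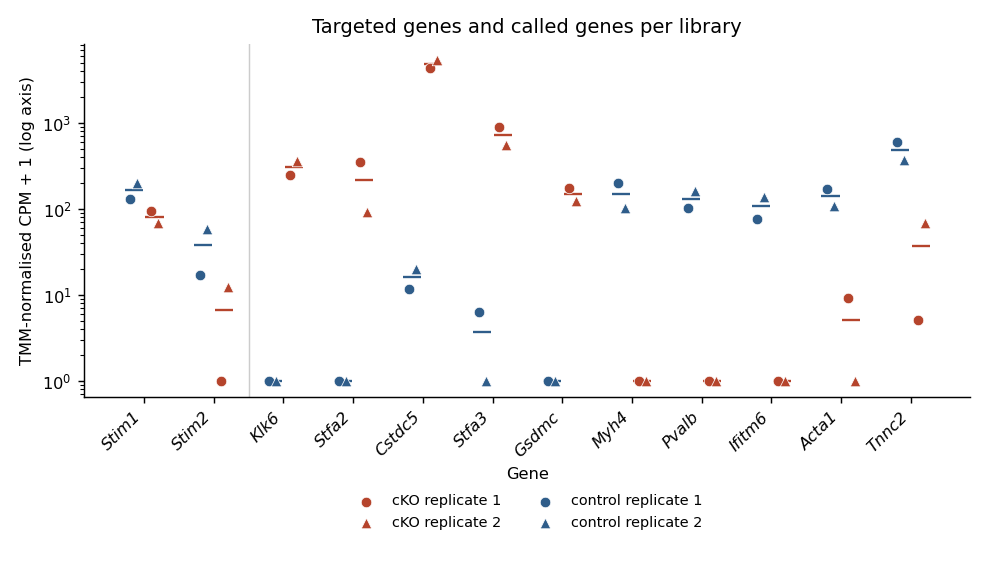
TMM-normalised CPM plus 1 (vertical log axis) of the targeted genes, left of the grey line, and of the genes with the largest and smallest fold changes among the called genes, in each library (circles, replicate 1; triangles, replicate 2; red, cKO; blue, control; bars, group means). For every gene shown both cKO values lie on the same side of both control values, and a point at 1 is a count of 0.

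Among the lower genes, the 5 with the smallest fitted fold changes were Myh4, Pvalb, Ifitm6, Acta1 and Tnnc2. Myh4 (ENSMUSG00000057003, chromosome 11, 67128855 to 67151272) had 0 counts in both cKO libraries and 37 and 32 in control, at least 6.54-fold lower (edgeR adjusted p 0.0146). Pvalb (ENSMUSG00000005716, chromosome 15, 78075314 to 78090600) had 0 counts in both cKO libraries and 19 and 50 in control, at least 5.69-fold lower (adjusted p 0.0163). Ifitm6 (ENSMUSG00000059108, chromosome 7, 140595612 to 140597837) had 0 counts in both cKO libraries and 14 and 43 in control, at least 4.62-fold lower (adjusted p 0.0300). Acta1 (ENSMUSG00000031972, chromosome 8, 124618508 to 124621490) had 2 and 0 counts in cKO and 32 and 34 in control. Its nominal bound was 6.09-fold lower (adjusted p 0.0329). The bounds of these 4 genes depend on the depth of the cKO libraries. Without cKO replicate 2 they were 12.4, 10.8, 8.74 and 11.5, and without cKO replicate 1 they were 4.44, 3.87, 3.14 and 4.14, in the same order. Tnnc2 (ENSMUSG00000017300, chromosome 2, 164619081 to 164621887) had 1 and 6 counts in cKO and 114 and 116 in control, a log2 fold change of -4.28 with a standard error of 0.79 (adjusted p 0.0207), which became -2.89 without cKO replicate 1 and -6.74 without cKO replicate 2. Exons of Tnnc2 share 592 bases with Ube2c on the opposite strand, and whether the counting used strand is not stated. With limma-voom none of these 5 genes passed the threshold, and with the replicate block only Myh4 did.

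Many of the higher genes lay in gene clusters, a feature noticed after the values were seen. The intervals given here run between the outermost called genes of each cluster, so the counts within them are not a test of enrichment. The interval of chromosome 3 from 92123106 to 93379287, which holds genes of the epidermal differentiation complex, had 32 tested genes, of which 9 were higher and 1 was lower. The interval of chromosome 16 from 36097313 to 36275754 had 5 tested genes, which are the 5 called there (Cstdc5, Cstdc6, Stfa1, Stfa2 and Stfa3). The families in these clusters contain near-identical copies, and how the counting treated reads shared between them is not stated. Of the 36 called genes, 12 had another gene with at least 95% identity over at least 150 bases among the reference transcripts, and 22 of the 35 that could be searched had neither such a copy nor exon bases shared with another gene. Sums over a family with all its copies that passed these limits are less affected by how such reads were divided. Sprr2a1, Sprr2a2 and Sprr2a3 together had 557 and 304 counts in cKO against 4 and 2 in control. The genes Stfa1, Stfa2, Stfa3, Cstdc5 and Cstdc6 with Stfa2l1, the copy of Stfa2, together had 1722 and 670 counts against 6 and 8, and Krt6a and Krt6b together had 260 and 149 counts against 5 and 11.

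Gene lists were tested as sets with camera at a preset inter-gene correlation of 0.01. Of 21 lists with at least 4 tested genes, 5 passed an adjusted p under 0.05. The list of stress keratins, alarmins and cytokines was higher in cKO, with a median log2 fold change of 5.69, or 4.28 with genes at the count limit set to their bound, and 12 of 13 tested genes higher (adjusted p 7.2e-42). These 13 of the 42 genes listed in the table are the ones that passed the filter; the median was 2.49 without a count filter and 2.65 with a mean of at least 10 CPM. All 42 together took 0.698% and 0.688% of the counts in cKO and 0.376% and 0.548% in control. Of its genes 8 were called over all genes tested and 12 when adjusted over the list alone. These include near-identical copies, Sprr2a1 with Sprr2a2 and Krt6a with Krt6b. The preset correlation treats such copies as nearly independent, although they may share reads. The list of granular layer and cornified envelope genes was higher, with a median of 1.502 and 29 of 35 genes higher (adjusted p 7.1e-16); 6 were called over all genes tested and 18 when adjusted over the list alone. This median depended on single libraries, since it became 2.61 without control replicate 2 and 0.87 without control replicate 1. The skeletal muscle list was lower, with a median of -4.55, or -2.21 at the bound, and 9 of 10 genes lower (adjusted p 3.8e-16); 4 were called over all genes tested and 8 when adjusted over the list alone. The list of the growing hair shaft and inner root sheath was lower, with a median of -1.17 and 5 of 5 genes lower (adjusted p 0.00302); 0 were called over all genes tested and 1 when adjusted over the list alone. The hair list's median became -1.82 without cKO replicate 2 and -1.71 without control replicate 1. It became -0.945 without cKO replicate 1 and -0.925 without control replicate 2. The T cell list was lower, with a median of -1.04 and 6 of 7 genes lower (adjusted p 0.0305); 0 were called over all genes tested or when adjusted over the list alone. Under fry, which uses the correlation between genes in the data, the stress list passed (adjusted p 0.00765), the other 4 did not, and the list of the calcineurin-NFAT pathway did (adjusted p 0.0446). With the correlation estimated for each list, camera called 0 lists, and 1 list had an unadjusted p under 0.05.

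**Figure D4:**
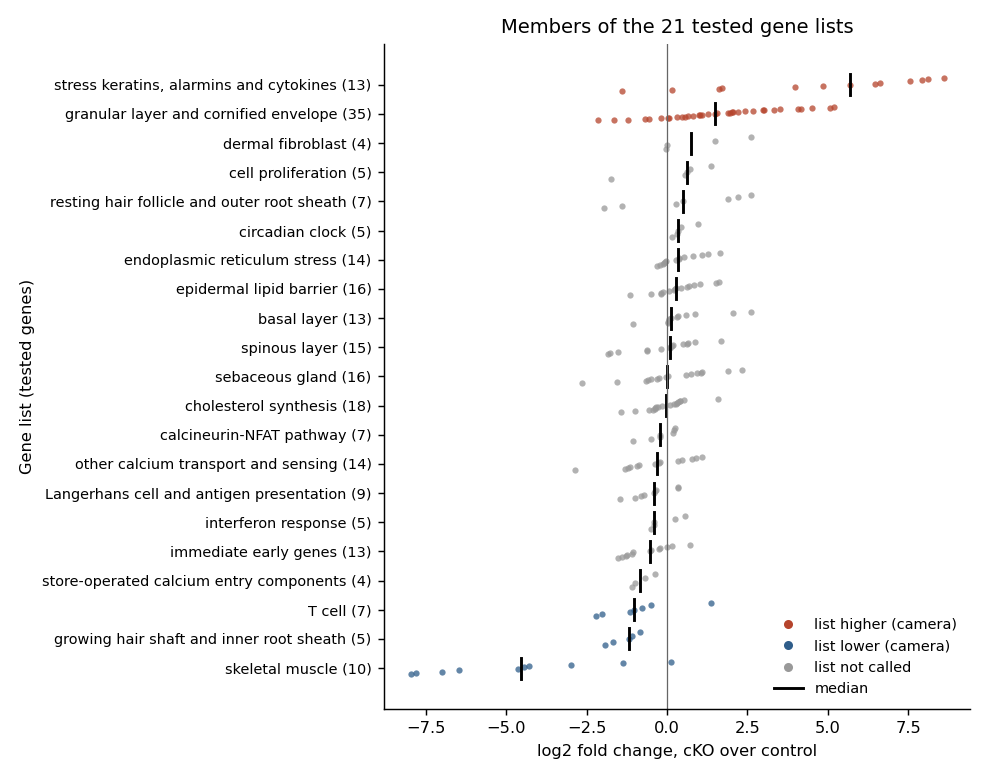
Log2 fold changes (cKO over control, horizontal axis) of the tested members of the 21 tested gene lists, 1 point per gene, with the list median as a black bar and the number of tested genes in brackets. Lists called higher by camera are red (2), those called lower are blue (3) and the others are grey; medians of the called lists range from -4.55 for skeletal muscle to 5.69 for the stress list.

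Within the called lists, the members with the largest absolute fold changes were as follows. In the stress list these were Stfa2, Stfa3 and Sprr2a2. Sprr2a2 had 221 and 120 counts in cKO and 1 count in each control library. Its nominal bound was 87.6-fold higher (edgeR adjusted p 3.7e-05), a call that limma-voom did not make. In the granular list they were Casp14, Flg and Lce1j. Flg had 2218 and 479 counts in cKO against 20 and 98 in control, a log2 fold change of 5.07 with a standard error of 0.62 (adjusted p 0.000593). Casp14 had 48 and 11 counts against 0 and 2, with a nominal bound of 12.4-fold higher (adjusted p 0.0123). Lce1j, with 31 and 6 counts against 0 and 2, was not past the threshold (adjusted p 0.0677). Casp14 lost its call with limma-voom and with the replicate block, and Lce1j passed the threshold without a count filter and with a mean of at least 10 CPM. The fitted values of Casp14 and Lce1j, 5.19 and 4.50, became 7.84 and 7.16 without control replicate 2. They became 4.555 and 3.871 without control replicate 1. Members of this list did not move alike. Lor, singled out after its values were seen, had 1128 and 170 counts in cKO and 142 and 1400 in control, a log2 fold change of 0.31 that was smaller than the spread between replicates (adjusted p 0.988). In the muscle list they were Myh4, Pvalb and Tnnt3. Tnnt3 had 0 counts in both cKO libraries and 19 and 16 in control, at least 3.33-fold lower (adjusted p 0.0991). Its bound became 6.29 without cKO replicate 2, 2.26 without cKO replicate 1 and 2.23 without control replicate 1. Tnnt3 passed the threshold under the same filters as Lce1j. In the hair list they were Tchh, Krtap8-1 and Krtap3-2, of which Tchh had 99 and 26 counts against 257 and 398, a log2 fold change of -1.91 (adjusted p 0.0677). Tchh passed the threshold in 6 alternatives, which were DESeq2, limma-voom, library totals, both filters and glmQLFit with legacy set to FALSE, and its adjusted p ranged from 0.00235 with DESeq2 to 0.352 with the replicate block. Krtap3-2 has a copy, Krtap3-3, that is 98.7% identical over 373 bases. Krtap8-1 had 3 counts in each cKO library and 9 and 24 in control, too few to size its change. Krtap3-2 went from -1.17 to -1.84 without cKO replicate 1 and to -0.853 without cKO replicate 2. In the T cell list they were Ptprc, Fxyd5 and Thy1, with log2 fold changes of -2.20, -2.03 and 1.36 and none of them past the threshold. Ptprc became -1.12 without cKO replicate 1 and -3.48 without cKO replicate 2. Thy1 had 42 and 1 counts in cKO against 10 and 9, and its log2 fold change became -1.81 without cKO replicate 1 and 2.09 without cKO replicate 2.

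The lists tied to calcium entry and its targets were not called by camera in this fit. The list of store-operated calcium entry components, which includes Stim1 itself, had a median log2 fold change of -0.83 with 4 of 4 tested genes lower (camera adjusted p 0.0840). Its 14 genes in the table together took 0.317% and 0.226% of the counts in cKO and 0.584% and 0.721% in control. The list of other calcium transport and sensing genes had a median of -0.30 (adjusted p 0.125), and 1 of its members was called. Without a count filter the list was called, with a median of -0.96 (adjusted p 0.0341, the lowest of its alternatives, which reached 0.522). Its 29 genes in the table together took 1.715% and 1.041% of the counts in cKO and 0.793% and 1.345% in control, so these shares overlapped. The calcineurin-NFAT pathway had a median of -0.21 (adjusted p 0.623). The remaining 13 tested lists had medians between -0.53 for immediate early genes (adjusted p 0.0663) and 0.75 for dermal fibroblasts (adjusted p 0.123). Between these lay Langerhans cell and antigen presentation (-0.39), interferon response (-0.41), cholesterol synthesis (-0.035), sebaceous gland (0.0098), spinous layer (0.098), basal layer (0.13), epidermal lipid barrier (0.27), endoplasmic reticulum stress (0.33), circadian clock (0.33), resting hair follicle and outer root sheath (0.51) and cell proliferation (0.61). With library totals as the only scaling, the sebaceous gland, basal layer and spinous layer medians were below 0, as was the median of all tested genes (-0.21).

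Several of these uncalled medians rested on single libraries. In 9 of the 21 tested lists the sign of the median changed when 1 library was left out, and 0 of these 9 were among the 5 called. Without cKO replicate 1 the median was 0.21 for Langerhans cells, -0.72 for the basal layer, -0.63 for the clock, -0.11 for the spinous layer and 0.0053 for interferon response. Without cKO replicate 2 it was -2.06 for fibroblasts and -0.31 for the sebaceous gland. Without control replicate 1 it was -0.14 for the lipid barrier, -0.092 for the clock, -0.32 for the spinous layer and 0.10 for interferon response. Without control replicate 2 it was 0.22 for cholesterol synthesis. Among the lists that kept their sign, store-operated calcium entry was at -1.28, other calcium transport at -0.95, calcineurin-NFAT at -0.39 and proliferation at 0.055 without cKO replicate 1. Without cKO replicate 2, immediate early genes were at -1.07, the resting hair follicle at 0.26, other calcium transport at -0.14 and calcineurin-NFAT at -0.12. Without control replicate 1 calcineurin-NFAT was at -0.030, and without control replicate 2 immediate early genes were at -0.97 and proliferation at 0.34.

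Lists with fewer than 4 tested genes were not tested. The adipocyte list had 18 and 20 counts in cKO and 57 and 35 in control, the melanocyte list 36 and 41 against 68 and 32, the endothelial list 3 and 2 against 2 and 2, and the blood list 255 and 11 against 77 and 72.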

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

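The alternatives added only after the results were seen are named as such where they appear, together with glmQLFit with legacy set to FALSE, which called 31 genes higher and 10 lower with all 36 among them. In the 13 alternatives that refitted every gene with all 4 libraries and the original replicate numbers, all 36 called genes kept their direction. In the 4 fits that each left out one library, which give fold changes without a test, the 36 genes also kept their direction and at least a 2-fold change. Other scalings left the calls nearly as they were. DESeq2 size factors, upper-quartile factors, library sizes without the 20 most abundant genes and, added after seeing the data, library sizes without the mitochondrial-like pseudogenes each called the same 36 genes. Library totals alone shifted the median log2 fold change of all tested genes from 0.007 to -0.21 and called 26 genes higher and 11 lower, 34 of them shared.

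The counts of calls depended more on the filter, the tool and the depth. Without a count filter 49 genes were higher and 26 lower, among 17179 tested, and with a mean of at least 10 CPM 40 were higher and 15 lower; both sets held all 36. With limma-voom 12 were higher and 3 lower, and 9 of these 15 were among the 36. DESeq2 called 34 higher and 12 lower, with 34 shared. At an adjusted p under 0.1, 43 were higher and 17 lower. After thinning each library to 118858 counts, added after seeing the data, the median of 10 draws was 18 higher (12 to 33) and 3.5 lower (1 to 11). A median of 21.5 (13 to 29) were among the 36. Fewer genes passed the filter (a median of 2417) and each had fewer counts. This does not account for every draw, since 1 draw called 33 higher and 11 lower among 2440 genes. With offsets for GC content and length, also added later, 22 were higher and 9 lower, 30 of them shared. The cause of these changes in the number of calls was not tested.

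The replicate number as a block gave 16 higher and 1 lower, all 17 among the 36. The numbers did not pair the libraries, since the deviations of same-numbered libraries from their group means had a correlation of -0.21 across genes. A block with crossed numbers, added after seeing the data, gave 90 higher and 57 lower.

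The number of called lists was 8 without a count filter, of 25 tested, 8 with a mean of at least 10 CPM, of 23 tested, 3 after thinning, 2 with fry and 0 with camera and an estimated correlation; the 5 lists were called in every other fit that tested lists. The added lists were immediate early genes and the resting hair follicle in both filters, other calcium transport and sensing without a filter, and Langerhans cells with a mean of at least 10 CPM; these filters test more genes per list. The Stim1 log2 fold change ranged from -1.32 to -0.63 and that of Stim2 from -6.30 to -1.78 across the 4 fits that each left out one library. Neither gene passed an adjusted p under 0.05 in any alternative with a test, and DESeq2 gave no adjusted p for Stim2.

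Medians of lists that were not called changed sign in some settings. The sebaceous gland median (0.0098) was -0.012 with upper-quartile factors, -0.21 with library totals, -0.0025 with a mean of at least 10 CPM, -0.012 without the 20 most abundant genes in the library sizes, -0.034 with the replicate block and -0.020 without the mitochondrial-like pseudogenes in the library sizes. With library totals the basal layer (0.13) was at -0.037 and the spinous layer (0.098) at -0.12. The changes under library totals come with the shift of all tested genes to -0.21, and the cause of the others was not tested. The dermal fibroblast median (0.75) was -0.14 without a filter, and the interferon median (-0.41) was 0.37 without a filter and 0.21 with a mean of at least 10 CPM. The cholesterol synthesis median (-0.035) was 0.080 with the replicate block and 0.045 with the GC and length offsets. Of 273 other values of named genes under these alternatives, 17 lost and 10 gained significance and 0 reversed; of 231 list values, 9 lost and 7 gained it.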

Other observations

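For the genes that differ between the groups, the tests of GC content, abundant genes, mitochondrial-like pseudogenes, near-identical genes, linked alleles, other splits and Postn were chosen only after the results were seen, as were all tests of the later patterns in this part.

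Several technical accounts of the 36 called genes were argued against by the tables. Dermal carry-over was held against the abundant fibroblast transcripts, which took at most 0.0858% of any library. Their shares did not separate the groups, with 0.03225% and 0.0858% in cKO and 0.0459% and 0.02295% in control. The small share alone cannot exclude carry-over for called genes with few counts. Gsdmc, for example, had 43 and 11 counts in cKO, against 91 and 102 for the fibroblast list. Of the fibroblast list itself, Postn, named after its values were seen, is among the calls (57 and 19 counts in cKO against 7 and 11 in control). The other 3 tested fibroblast genes had a median log2 fold change of 0.0027 and few counts, so that dermal carry-over stays open for Postn. Postn is also on the basal layer and resting hair follicle lists, so its place on the fibroblast list does not settle its source. Depth did not separate the groups, whose totals overlapped, and with all libraries thinned to the same total a median of 21.5 of the 36 calls (13 to 29 over 10 draws) remained past the threshold. The others did not pass after thinning, so a difference in depth is argued against as the whole cause only. A few genes that take many counts lower all other genes of a library alike. Between any pair of libraries, the share of the 20 most abundant genes allows a log2 shift of at most 0.282 and that of the mitochondrial-like pseudogenes one of at most 0.271, while the smallest absolute log2 fold change of the calls was 2.31. Of the 36 calls, 30 were shared with the fit that removed trends with GC content and length. Of the 35 called genes that could be searched, 22 had no near-identical gene and no shared exon bases, which argues against shared reads for these, and the family sums also differed between groups. Within 10 Mb of Stim1 or Stim2 there were 55 tested genes, of which 0 were called. Of these 55, 4 had an unadjusted p under 0.05 in the edgeR test (7.27%, against 8.39% of all tested genes). The calls therefore lie outside these windows. Both groups carry the floxed alleles, so linked alleles need not differ between them and this result excludes little. The insertion site of the Cre transgene was not examined. All libraries had Xist counts, the lowest being 28, with at most 1 count at any Y-linked marker, so sex does not account for the calls. Several accounts stay open. The time of day does, since the clock genes of opposite phase had at most 16 counts in any library. So does the hair cycle, since the growing hair list was lower under camera but had an adjusted p of 0.326 under fry. Genotype and cycle phase cannot be told apart with these samples. Effects of the Cre recombinase, of litter and of the preparation were not tested. RNA quality was not tested either. Protein-coding genes took 77.96% and 67.86% of the counts in cKO against 78.01% and 84.39% in control. Of the 3 splits of the 4 libraries into pairs, 1, the real one, gave as many calls; the others gave 0 calls, with 39 and 237 genes at an unadjusted p under 0.05, and a design of this size cannot give a share under 33.3% of the splits. An effect of the deletion itself also stays open.

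The lower skeletal muscle transcripts in cKO are a candidate case of tissue carried over in the control samples. The muscle list had a median log2 fold change of -2.21 with genes at the count limit set to their bound. It took 0.225% and 0.163% of the counts in control replicates 1 and 2 (95% Wilson intervals 0.205% to 0.246% and 0.1495% to 0.177%) and 0.00957% and 0.0471% in the cKO libraries (0.00658% to 0.0139% and 0.0363% to 0.0612%). Of its 25 genes, 16 were over 3 counts in both control libraries, among them Tnnc2 with 114 and 116 counts, and 1 was in both cKO libraries; 0 of the 25 are in another list. These values would go with more muscle RNA in the control preparations. The fibroblast list did not rise with it, at 0.0459% and 0.02295% in control against 0.03225% and 0.0858% in cKO. The route by which muscle RNA would reach the control preparations was not tested. At 0.187% of the control counts, muscle RNA cannot account for the genes higher in cKO. Of the 36 called genes 4 are on the muscle list.

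Differences between replicates followed a shared direction in both groups. The libraries were paired across replicate numbers, which reverses the sign of the correlation of -0.21 between same-numbered libraries. The positive sign is therefore not a separate result, and only the size of the correlation is. Across the 4243 tested genes, the difference of cKO replicate 1 from cKO replicate 2 and that of control replicate 2 from control replicate 1 had a Pearson correlation of 0.208 and a Spearman correlation of 0.193, and 0.455 and 0.417 over the 711 genes with a mean of at least 50 counts; genes are not independent replicates. These are also the deeper libraries of their groups, but depth did not account for it, since the Pearson correlation was 0.188 after thinning, and it was 0.189 with the offsets for GC content and length. Of the 35 granular layer and cornified envelope genes, 26 were higher in both of these libraries (74.3%, against 29.2% of all tested genes), with Lor at 1128 and 1400 counts against 170 and 142. The granular list was not alone in this, since 11 of 15 spinous layer genes, 10 of 16 lipid barrier genes and 4 of 5 clock genes were also higher in both, against 3 of 13 basal layer genes. A candidate explanation is that 1 preparation in each group held more late-differentiation transcripts, but the spinous and clock genes are not accounted for by late differentiation alone, and other differences between the mice or preparations stay open. It bears on the report because the granular median moves between 0.87 and 2.61 as control libraries are left out, and because calls within this list, such as Flg, rest on changes that exceed this spread while Lor does not.

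The pseudogenes with a large share of each library may hold reads of mitochondrial RNA counted at nuclear copies. Of 10 unprocessed pseudogenes with at least 300 counts in all, 9 have a mitochondrial copy, and no gene of the mitochondrial chromosome is in the table. Their summed counts ranged from 26643 to 39857, a 1.496-fold range, while library totals ranged 2.71-fold. The share was largest in the shallowest library and smallest in the deepest. Both cKO shares were above both control shares, while the intervals of cKO replicate 1 and control replicate 1 overlapped. Each of the 9 was among the genes tested singly with edgeR, and none was called. A difference in their summed share between the genotypes was not tested and stays open.

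Among the genes called higher in cKO, 3 are non-coding features, Gm49834, Gm42960 and Gm55276, singled out after their values were seen. Their counts did not follow depth within groups. Gm49834 had 480 counts in cKO replicate 1 and 502 in cKO replicate 2, which has less depth, and 134 and 91 in control. A background that does not scale with depth, the same in all libraries, is argued against, since it would give like counts in both groups and every count of these 3 in cKO was at least 3.485 times every count in control. A background that differed between the preparations of the groups was not tested and, like an effect of the deletion, stays open. Gm49834 has a copy that is 99.5% identical over 219 bases.

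Stim1 kept 49.2% of its control mean in cKO. Reads from a shortened transcript that lacks the deleted part, counted near its 3' end, could give such a value, and so could RNA of cells that do not express the Cre recombinase. The gene-level table cannot tell these apart, because it has no counts per exon. For the second account, the T cell list, whose cells should carry intact Stim1, had a median log2 fold change of -1.04 in cKO, close to the -0.98 of Stim1, which neither excludes nor requires such a source.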
